# Small intestinal development in suckling rats after enteral obestatin administration

**DOI:** 10.1371/journal.pone.0205994

**Published:** 2018-10-19

**Authors:** Monika Słupecka-Ziemilska, Paulina Grzesiak, Michał Jank, Alicja Majewska, Agnieszka Rak, Paweł Kowalczyk, Ikuo Kato, Atsukazu Kuwahara, Jarosław Woliński

## Abstract

This study investigated the effect of enteral administration of obestatin on the development of small intestine, as well as oxidative stress markers and trancriptomic profile of gastrointestinal genes. Suckling rats were assigned to 3 groups treated with: C-saline solution; OL-obestatin (125 nmol/kg BW); OH-obestatin (250 nmol/kg BW) administered twice daily, from the 14^th^ to the 21^st^ day of life. Enteral administration of obestatin in both studied doses had no effect neither on the body weight of animals nor the BMI calculated in the day of euthanasia. Compared to the control group (C), treatment with obestatin resulted in significant changes in the histometry of the small intestinal wall as well as intestinal epithelial cell remodeling. The observed changes and their possible implications for intestinal development were dependent on the dosage of peptide. The enteral administration of high dose (OH) of obestatin significantly decreased its expression in the stomach and increased markers of oxidative stress. The gene profile revealed MAPK3 (mitogen-activated protein kinase-3) as the key regulator gene for obestatin action in the gastrointestinal track. In conclusion, we have showed that enteral administration of obestatin influences the gut mucosa remodeling. It is also suggested that the administration of high dose (OH) has inhibitory effect on the intestinal maturation of suckling rats.

## Introduction

Obestatin, a 23-amino acid peptide, was originally purified from the rat stomach as a ghrelin-accompanying peptide, created during the posttranslational modification of polypeptide precursor of ghrelin (preproghrelin) [1]. Currently, G protein-coupled receptor 39 [1] and glucagon-like peptide 1 receptor [2] are debatable targets of obestatin. In the study by [1] it was reported that obestatin shows opposite biological effects to ghrelin and inhibits food intake, body weight gain, gastric emptying and jejunal contractility. However, the last decade investigations on the physiological role of obestatin demonstrate that obestatin is an independent peptide, participating in many physiological processes in the organism including the development of the gastrointestinal tract in the early postnatal period. Previous studies of our team have shown that obestatin influences small intestinal contractility in rats [3,4]. We found that obestatin effect is dependent on the age of animals, segment of jejunum and route of peptide administration (*in vitro* studies with obestatin in the intestinal luminal environment *vs*. enteral administration to suckling animals). Moreover, the presence of obestatin has been reported in colostrum and milk [5–7], which firmly proves the significance of obestatin (both endogenous and exogenous) in the regulation of gastrointestinal function in the early postnatal period. It is also worth mentioning the study, in which the expression of obestatin immunoreactive (IR) cells in the both stomach mucosa and myenteric plexus of neonatal rats starting from the 1^st^ day after birth was observed. It was shown that obestatin IR cells in the stomach mucosa reach the same number as in adults by 6 weeks after birth, whereas ghrelin-IR cells were not observed on the 1^st^ day of life. Although their number increased within first week and remained at this plateau until the month of life, the expression of ghrelin-IR cells were still lower than those of the obestatin-IR cells [8]. The results show that in the stomach mucosa, obestatin-IR cells are identified mainly in the fundus and, to some extent, also in the corpus and antrum. Therefore, the aims of the study were to understand how obestatin administrated enterally effects on the structural and functional development of intestines in suckling ratsand at the same time to assess (via the indication of the activity of glycosylases—markers of oxidative stress) the potential side effect of this supplementation on the small intestine samples.

## Material and methods

All the experimental procedures involving animals were conducted in compliance with the European Union regulations concerning the protection of experimental animals (EC Directive 86/609/EEC with amendments). The study protocol was approved by the 3^rd^ Local Ethics Committee in Warsaw, according to the Polish Law for the Care and Use of Animals (Resolution no 50/2012).

### Obestatin

Rat obestatin was synthesized at the Yanaihara Institute using a solid phase method with an Fmoc-strategy and an automated peptide synthesizer (Applied Biosystem 9030 Pioneer, Foster, CA, USA). Analytical HPLC and MALDI-TOF MS confirmed the homology of the product. The hormone was kept in powder form at -20°C and then dissolved in saline solution (0.9% NaCl) to the final concentration, just before use.

### Animals

At the start of the experiment 12 male and 12 female Wistar Han rats (13 weeks old) were used. Animals were purchased from the Center of Experimental Medicine at the Medical University of Bialystok. After two weeks of acclimatization the rats were mated. After mating, females were separated from males and they were allowed free access to commercial rat breeding chow (5% fat; 3.1 kcal/g, Wytwornia Pasz Morawski, Poland) and tap water in a humidity- and temperature-controlled room on a 12-h:12-h light:dark cycle. Twenty-four hours after delivery litters were standardized to 10 pups. On the 14^th^ day of life the rat pups (n = 120) form 12 litters were randomly assigned to one of 3 treatment groups (4 litters for each treatment): C- control animals- treated with saline solution; OL- pups treated with a lower dose of obestatin at 125 nmol/kg BW; OH-pups treated with a high dose of obestatin at a 250 nmol/kg BW. Both pharmacological doses of obestatin were constructed based on the previous *in vitro* studies on intestinal contractility in rats [3,4]. Prior to euthanasia, all pups were housed with their mothers and breast-fed *ad libitum*. Saline solution or obestatin were administered enterally via oral gavage twice a day staring from the 14^th^ day of life until the 21^st^ day of life. On the 21^st^ day of life (30 min after the morning NaCl/obestatin treatment) 4 randomly selected rat pups from each litter (n = 16 for each treatment) were euthanized by CO_2_, while the rest were taken for another experiment.

Duodenum, middle jejunum and ileum were transected and samples of each section were collected and immediately fixed in a 10% neutral formalin solution or deep frozen and stored in -80 °C. Blood for radioimmunoassays was collected via cardiac puncture, withdrawn on EDTA and aprotinin (0.6 TIU/mL of blood) than immediately centrifuged (1.600 x g, 15 min, 4 °C), distributed to Eppendorf tubes, deep frozen and stored until analysis (-80 °C).

### Microarray analysis

Tissue samples were homogenized using TissueLyser LT (Qiagen, USA). Total RNA from homogenized tissue samples was isolated using Rneasy Mini Kit (Qiagen, USA). DNAse I digestion as a step of isolation protocol was added to remove contamination of sample with DNA. This was performed using RNase-Free DNase Set (Qiagen, USA). NanoDrop (NanoDrop Technologies, USA) was used for quantification of RNA. Final RNA quality and integrity were analysed using Agilent 2100 Bioanalyzer (USA) with the use of RNA 6000 Nano Kit (Agilent, Germany). Only RNA samples with Relative Integrity Number (RIN) number ≥7.8 were considered as optimal and included in further analysis.

Gene expression profile was evaluated using Agilent platform, including Agilent-028279 SurePrint G3 Rat GE 8x60K Microarray (Agilent Technologies, USA) and Agilent Technologies Reagent Set. All procedures were run according to the manufacturer’s protocols. Internal control, added to the samples, came from RNA Spike In Kit (Agilent Technologies, USA), whereas amplification and labelling of target DNA in order to obtain complementary RNA (cRNA) were performed using Low Input Quick Amp Labeling Kit. Fragmentation and hybridization of cRNA were performed using Gene Expression Hybridization Kit and slides after hybridization were washed using Gene Expression Wash Buffer Kit. Agilent DNA Microarray Scanner G2505C was used for acquisition and analysis of hybridization intensities.

For the microarray experiment tissues from 4 randomly selected rats per one experimental group were sampled, representing both stomach and middle part of intestine; control group (C) or High Obestatin (OH) groups. For the purposes of microarray experiment we were using common reference design, in which all the studied samples were hybridized against the pool of equal amounts of RNA originating from all rats participating in the study. The cRNA of common reference was labelled with Cy3 and the cRNA obtained from investigated tissues were labelled with Cy5. Sixteen two-colour microarrays were performed, each representing specific rat (n = 4 microarrays with stomach samples from C group; n = 4 microarrays with middle intestine samples from C group; n = 4 microarrays with stomach samples from NOH group and n = 4 microarrays with middle intestine samples from NOH group). The equal amounts of cRNA samples (300ng) were hybridized on each slide. Since the microarrays were dual-colour on each slide we hybridized one Cy3-labelled common reference sample and one Cy5-labelled experimental rat sample. Once the microarrays were scanned after hybridization and washing they were analysed in Agilent Feature Extraction (FE) Software version 10.7.3.1. FE. This software extracts the data and performs its background subtraction as well as performs Lowess normalization of obtained intensities.

The probes intensities were than downloaded to PANTHER Version 13.0 software (Protein ANalysis THrough Evolutionary Relationships) and Pathway Studio 11.4.0.8 software (Ariadne Genomics) in order to perform ontologic analyses, identify differentially regulated signalling pathways and function of differentially regulated genes.

#### Verification of results by real-time PCR

The expression of two genes (*MAP2K3 and MAPK3)* was verified using real-time PCR method. *GAPDH* was used as a reference gene. Transcription of RNA to cDNA was done using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and Real time PCR reaction was performed in triplicate using a Brilliant III Ultra-Fast SYBR Green QPCR Master Mix kit (Agilent Technologies, USA) on Stratagene Mx3005P Quantitative PCR instrument according to the manufacturer’s protocol. Conditions of real time PCR reactions were according to the manufacturer’s protocol and comprised the following steps: polymerase activation at 95°C for 3 minutes; 40 cycles of amplification (95°C for 10 seconds, 60°C for 20 second). The primers were designed using Primer-Blast software (NCBI database) and verified using Oligo Calc: Oligonucleotide Properties Calculator (free software available online, provided by Northwestern University) to exclude sequences showing self-complementarity. The sequences of primers were given in Table 1.

**Table 1:** Primers sequences used for real-time PCR.

Gene	Forward primer (5’-3’)	Revers primer (5’-3’)	NCBI accession number
*MAP2K3*	*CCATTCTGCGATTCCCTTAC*	*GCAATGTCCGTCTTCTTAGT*	NM_001100674
*MAPK3*	*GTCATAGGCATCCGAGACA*	*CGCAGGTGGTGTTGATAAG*	NM_017347
*GAPDH*	*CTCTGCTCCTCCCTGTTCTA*	*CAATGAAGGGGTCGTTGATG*	NM_017008.4

The results were calculated using 2^- ΔΔCt^ method [9]. The expression changes were determined as relative expression of genes and normalized to reference gene *GAPDH*. The results are presented as log_2_.

### Sample preparation for histomorphometry, proliferation and apoptosis rate

The preparation of the intestinal samples for the histomorphometry of the intestinal wall and the assessment of the proliferation activity and apoptosis in the intestinal epithelium was performed on paraffin embedded sections and described in detail by Słupecka et al. [10]. Briefly, for intestinal histometry studies, slides were stained with hematoxylin and eosin. The villi lengths, crypt depth, thickness of mucosal layer (from the tip of the villi to the bottom of the crypt) were visualized using a light microscope (Axioskop 40, Zeiss, Germany) and analyzed using Axio Vision 4.2 Release software (Zeiss, Germany).

The number of apoptotic epithelial cells was determined using a TUNEL assay (terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling). The procedure was performed according to the manufacturer’s protocol for the assay (ApopTag, Merck Millipore, Darmstadt, Germany USA). Slides were visualized using a microscope under 400x magnification. The apoptotic index was estimated separately for crypt and villi area. The apoptotic index was expressed as the number of apoptotic cells on all epithelial cells of villi and crypt respectively. Proliferating crypt cells were immunostained for rabbit polyclonal anti- Ki67 antibodies (Abcam, UK), 50 times diluted in 1% BSA-PBS and processed according to manufacturer’s protocol for EnVision+system (DakoCytomation, Denmark), providing secondary antibodies conjugated with HRP enzyme and the chromogen (diaminobenzidine) as the substrate for HRP enzyme. The slides were counterstained with hematoxylin. The mitotic index was calculated as the number of Ki67 positive cells on all epithelial cells of the crypt cross-section. For all abovementioned analysis a minimum of 15 well-oriented and intact villi and crypts were randomly selected per slide by an investigator blinded to treatment allocation.

### Immunofluorescence of obestatin

The immunofluorescence staining procedure was carried out according to the method described in our previous publication [10]. After stomach samples were fixed in 10% neutral formalin solution and rehydrated, they were incubated with the primary antibody against obestatin in the block buffer (1% BSA-PBS), 200 times diluted then incubated with secondary antibody conjugated with FITC (Abcam, UK). Both incubations were done at room temperature for 1h. After being rinsed 3 times, the slides were mounted, and visualized through a confocal microscope (model LSM 5 Pascal, Zeiss, Germany).

### Western blotting

Tissue preparation, lysis, Western blotting and quantification were performed as a standard procedure and were described previously [11]. In brief, the samples were separated by 15% SDS-PAGE (Mini-Protean II Electrophoresis Cell, BioRad). 60 μg of proteins were transferred to PVDF membranes (Merck Millipore, Darmstadt, Germany) and incubated with anti obestatin antibody (Abcam, Great Britain) diluted to 1:200 at 4°C overnight. Then, the membranes were incubated with a horseradish peroxidase-conjugated antibody (Santa Cruz Biotechnology, CA, USA) diluted to 1:500. Signals were detected by chemiluminescence using the Western blotting luminol reagent and visualized using a ChemiDoc-It Imaging System (UVP, LLC. Cambridge, UK). All bands visualized by chemiluminescence were quantified using Image J analysis software (US National Institutes of Health, Bethesda, MD, USA). The blots were then stripped and probed for anti-β-actin.

### Brush border enzyme activity

Brush border enzyme activity was measured in the mucosa scrapings from the middle part of the jejunum. The mucosa was scraped off with a microscope slide and deep-frozen in liquid nitrogen (–80 °C). After thawing, the sample was homogenized in cold distilled water (1 g intestinal mucosa/5 ml distilled water) and centrifuged for 5 min at 1000 *g* at 4 °C. The protein content was then determined as described by Hartree [12], using BSA as the standard. The activities of aminopeptidase A and N were assayed with N̈-glutamyl- *p*-nitroanilide and N̈-leucyl-*p*-nitroanilide as substrates respectively [13] and that of dipeptidyl peptidase IV was assayed with glycyl-N̈-prolyl-*p*-nitroanilide [14]. The resulting enzymatic units (IU) are expressed as μmol *p*-nitroanilide released/min at 37 °C. Lactase, maltase and sucrase were determined as described earlier [15] with minor modifications.

### Markers of oxidative stress

The oxidative stress in the small intestinal tissue was investigated by the measurement of DNA repair activity and gene expression of Cox-2.

#### DNA repair activity by nicking assay

The 1 cm length samples of middle jejunum were homogenized with 4 volumes of 50 mM Tris—HCl, pH 7.5, buffer containing 1 mM EDTA and protease inhibitor cocktail (Sigma Aldrich, Germany). Cells were disrupted by sonication (three 15-s pulses with 30-s intervals). The cell debris was removed by centrifugation (7000 g, 4 °C, 15 min), and the supernatant used as the source of DNA repair enzymes (alkyl-N-purine-DNA (ANPG) and 8-oxoguanine DNA (OGG1) glycosylazes) was collected. Protein concentration was determined by the Bradford method [16]. Supernatants were stored in aliquots at −80 °C for further analysis. Etheno adduct excision activity was measured by the nicking assay using an oligodeoxynucleotide duplex containing a single 8oxoG (for OGG1 activity) and ethenoA residue (for ANPG activity) according to Speina et al. [17] and Obtułowicz et al. [18].

#### Gene expression of COX-2

The gene expression of Cox-2 was measured by Real Time RT-PCR method [19–21]. Briefly, total RNA was extracted from rat tissue using the PureLink RNA kit (Invitrogen, USA). RNA quantity and purity were determined using NanoDrop microspectrophotometer ND-1000 (Wilmington, DE). One μg of total RNA was reverse-transcribed to high capacity cDNA using a reverse transcription kit including mixture of random primers (Applied Biosystems, Foster City, CA). Real time quantitative RT-PCR analysis was carried out by SYBR Green I dye detection (Applied Biosystems, Foster City, CA) using the real time detection system (Bio-Rad). Real-time PCR primers were designed with PrimerExpress software was as follows:

Cox-2 F, GATTGACAGCCCACCAACTT Exon 4, NM_017232
Cox-2 R, CGGGATGAACTCTCTCCTCA Exon 5

Primers were synthesized in DNA Sequencing and Oligonucleotide Synthesis Laboratory IBB, PAS (Poland). Optimized conditions were as follows: 1 min at 48 °C, 7 min, and 30 s at 95 °C and 45 cycles of 20 s at 95 °C and 35 s at 62 °C in which an optical acquirement were performed. Melt curves were performed upon completion of the cycles to ensure absence of nonspecific products. Quantification was performed by normalizing cycle threshold (*Ct*) values with the Cox2 control gene 18s, and analysis was carried out with the 2−ΔΔ*CT* method [9].

### Obestatin and ghrelin radioimmunoassay

Rat plasma samples were assayed for obestatin and total ghrelin (acyl and des-acyl) concentration using commercially available radioimmunoassay (RIA) kits: Ghrelin (Rat, Mouse) RIA Kit and Obestatin (Rat, Mouse) Ultra-Sensitive RIA Kit (Phoenix Pharmaceuticals, Inc., USA) according to the manufacturer’s instructions. Spike and recovery of obestatin and total ghrelin were measured in three different plasma samples. The assays were performed in one run. The mean percent recovery for obestatin and ghrelin in plasma was 90% and 93%, respectively. The intra-assay coefficient of variation (CV) for obestatin and ghrelin in plasma was 5.7 and 6.5%, respectively.

### Statistics

The statistical analysis of microarrays was performed using Gene Spring 14 software (Agilent, USA). The probe sets were filtering by flags to remove poor quality probes (absent flags). The statistical significance of the differences was evaluated using a one-way ANOVA and Tukey’s HSD Post-hoc test or Kruskal-Wallis test (p < 0.05). A multiple testing correction was performed using Benjamini and Hochberg False Discovery Rate (FDR) < 0.05. Microarray data were deposited at the Gene Expression Omnibus data repository under the number GSE102217. The rest data obtained in the study were analyzed using an Unpaired t-test, Mann-Whitney test, one-way ANOVA and Tukey’s post-hoc test or Kruskal-Wallis test (p < 0.05) (Prism 6 for Mac OS X, Version 6.0h, GraphPad Software, Inc., USA).

## Results

### Obestatin effect on body weight, adiposity and intestinal morphology

Enteral administration of obestatin in both studied doses had no effect neither on the body weight of animals nor the BMI calculated in the day of euthanasia. Adiposity estimated either by the weight of peritoneal fat pad did not differ between studied groups. No differences were found in the weight and length of the intestine between studied groups (Table 2).

**Table 2:** Obestatin effect on body weight, adiposity and intestinal morphology in suckling rats.

Parameter / Group	C	OL	OH	*P*
Body weight (g)	36.9 ± 1.6	35.7 ± 1.0	36.0 ± 1.4	*0*.*8286*
BMI (kg/m^2^)	3.18 ± 0.07	3.24 ± 0.07	3.14 ± 0.08	*0*.*6120*
Peritoneal fat (g/ kg BW)	0.039 ± 0.006	0.039 ± 0.005	0.035 ± 0.005	*0*.*8446*
Small intestine weight (g/kg BW)	0.044 ± 0.001	0.046 ± 0.0009	0.046 ± 0.001	*0*.*4922*
Small intestine length (cm)	45.9 ± 1.1	47.4 ± 1.3	46.0 ± 1.2	*0*.*6470*

C—saline solution (twice a day); OL—intra stomach obestatin (125 nmol/kg BW, twice a day); OH—intra stomach obestatin (250 nmol/kg BW, twice a day); values are given as means ± SEM.

### Obestatin effect on gene expression profile

Analysis started from identification of all differentially expressed (DE) genes between two treatments in specific parts of gastrointestinal tract using Tukey’s HSD Post-hoc test. 

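The expression of genes was measured on 16 two-colour Agilent SurePrint G3 Rat GE 8x60K microarrays, 4 for each of the groups C stomach, OH stomach, C middle intestine and OH middle intestine. Rats of the C group received saline solution and rats of the OH group received obestatin, a peptide cleaved from the ghrelin precursor, at 250 nmol/kg BW, 2 times a day from day 14 to day 21 of life; the legends of Fig 1 and Fig 2 give the dose in ug/kg BW. Every array held Cy5-labelled cRNA of the tissue of 1 rat and Cy3-labelled cRNA of the common reference, a pool of RNA from all rats, and dyes were not swapped. The authors extracted the spot intensities with Agilent Feature Extraction, which subtracted the background and applied Lowess normalization between the dyes of each array. The version of this software in the headers of the arrays is not the version stated in the methods.

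Each array carried 62976 spots, of which 58717 were not controls. Across the 4 arrays of a group the median raw Cy5 signal ranged from 243 to 293 scanner units in C stomach, from 235 to 328 in OH stomach, from 178 to 219 in C middle intestine and from 163 to 272 in OH middle intestine. The median raw Cy3 signal of the common reference ranged from 189 to 191 in C stomach and from 188 to 195 in C middle intestine, but from 341 to 376 in OH stomach and from 355 to 399 in OH middle intestine. Well above background in Cy5 were a median of 76.2% of the spots in C stomach, 75.5% in OH stomach, 71.6% in C middle intestine and 72.3% in OH middle intestine. Each group was hybridized on 1 slide of its own, and both OH slides were scanned on 1 day and both C slides on another, so slide, scan day and treatment cannot be told apart and no slide block could be fitted. The number of arrays limits the precision of every comparison.

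The log2 ratio of the processed Cy5 signal to the processed Cy3 signal was used for all comparisons, and a positive difference between OH and C means a higher ratio in OH. Spots marked as outliers by the software were set aside and spots of the same probe were averaged. Of 30367 probes, 21174 were kept, those well above background in Cy5 on all 4 arrays of at least 1 group and with at least 3 values in each group. All 16 arrays were fitted together in limma, with 1 estimate of the spread per probe, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Pearson's r between the ratios of arrays of the same group, across probes, ranged from 0.707 to 0.943. C stomach and C middle intestine differed at 9517 probes, 4796 higher and 4721 lower in stomach. The mean log2 ratio of 12 genes of the oxyntic and surface stomach mucosa was 2.80 ± 0.26 (SD, n = 4) in C stomach and -3.95 ± 0.10 (SD, n = 4) in C middle intestine, and that of 13 enterocyte genes was -2.98 ± 0.12 (SD, n = 4) and 0.26 ± 0.35 (SD, n = 4), respectively. On simulated ratios of the same probes, in which 200 were changed by a log2 value of 1, limma recovered 64.5% of them for stomach and 67.5% for middle intestine.

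**Figure D1:**
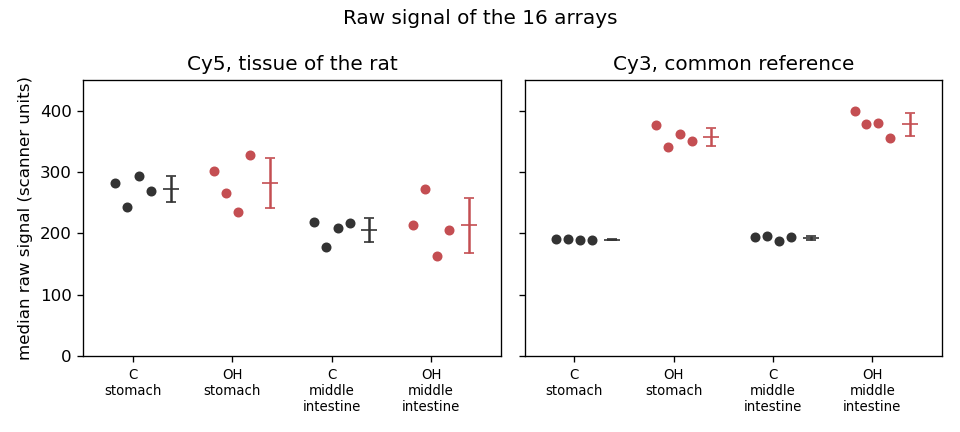
Median raw signal of each array in scanner units, Cy5 (tissue of 1 rat) on the left and Cy3 (common reference) on the right, for the 4 groups; points are arrays, and the bar beside them is the mean with SD. The Cy3 points of both OH groups lie between 341 and 399, above those of both C groups at 188 to 195.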

The number of DE genes in stomach was 764 whereas in middle part of intestine was 992. 

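In stomach, 0 of the 21174 probes passed the adjusted threshold in limma between OH and C, and the smallest adjusted p was 0.054, while 2247 probes (10.6%) passed an unadjusted p of 0.05. In middle intestine, 78 probes passed the adjusted threshold, 71 higher and 7 lower in OH, and 2213 passed without adjustment. With the test order of the methods, a one-way ANOVA over the 4 groups with Benjamini-Hochberg adjustment left 10350 probes, of which Tukey's HSD then gave 709 in stomach, 339 higher and 370 lower in OH, and 936 in middle intestine, 616 higher and 320 lower. On simulated ratios with no probe changed by the treatment, these steps still gave 226 probes for stomach and 208 for middle intestine, and limma gave 0 for both. Of the settings tried, the one without adjustment gave the highest number in both tissues. For middle intestine, the fit with only the arrays of the tissue gave 1 probe and a block for the replicate number gave 0. In limma the middle intestine number ranged from 12 to 88 when each array was left out in turn. The stomach number in limma depended on 1 rat, as it rose to 311, 41 higher and 270 lower in OH, without C stomach replicate 2. This was the only C stomach array with low striated muscle genes, so without it OH is compared only with C samples in which these genes are high. The test of the difference between the tissues in their response to OH gave 0 probes in limma (1238 without adjustment, smallest adjusted p 0.39).

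Among the 78 probes of middle intestine, the 5 named probes with the largest change whose 4 OH arrays all lay on one side of the 4 C arrays were all higher in OH. They were RGD1306556, with a log2 fold change of 1.91 (standard error 0.33, adjusted p = 0.032 in limma), Foxo4 with 1.56 (standard error 0.19, adjusted p = 0.0076), Tspyl2 with 1.31 (standard error 0.17, adjusted p = 0.0078), and Chmp4bl1, whose 2 probes gave 1.28 (standard error 0.19, adjusted p = 0.015) and a rise from a mean of -0.35 in C to 1.15 in OH (standard error of the difference 0.26, adjusted p = 0.03). By the annotation of the array design on the rn4 build, the probe of RGD1306556 lies on chromosome 12 from 44460418 to 44460477, those of Foxo4 and Tspyl2 on chromosome X from 89336984 to 89337043 and from 41839086 to 41839145, and those of Chmp4bl1 on chromosome 4 from 562938 to 562997 and from 563222 to 563281. Foxo4 was not well above background in Cy5 on any of the 4 C arrays and was so on 2 of the 4 OH arrays, so its change is only bounded, at at least 1.02-fold (the OH mean against, per C array, the higher of the lowest Cy5 signal well above background and the signal of the probe, after loess and Aquantile normalization, with dye bias left open because no dyes were swapped). Taken by channel, the 5 probes changed in Cy5 by 0.14 (RGD1306556), 0.03 (Foxo4), 0.10 (Tspyl2), and 0.18 and 0.01 (Chmp4bl1). None of them passed in Cy5. In the Cy3 common reference they changed by -0.63, -0.40, -0.43, -1.08 and -1.38, in the same order. The mean change of the 78 probes in the direction of the ratio was 0.90 on the log2 scale for the ratio. It was 0.01 for Cy5 and -0.57 for Cy3. The channels were corrected by normexp and scaled by quantiles, unlike the ratio, so their changes do not add up to it.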

In order to identify the genes regulated by obestatin treatment the intersection of these two data sets was created. It revealed 195 differentially expressed probes. 

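No probe passed the adjusted threshold of limma in both tissues. Without adjustment 422 probes passed in both, where 235 would be shared by independent lists of these sizes, and 399 of them changed in the same direction. Among the probes that passed ANOVA and Tukey's HSD, 173 were shared by the stomach and the middle intestine, against 31.3 for independent lists. Of these, 108 were higher in OH in both tissues, 62 were lower in both, and 3 changed in opposite directions. Across all 21174 probes, which are not independent replicates, the log2 fold changes of the tissues had a Pearson's r of 0.21 and a Spearman's rho of 0.23. The 173 probes changed on average by 0.38 on the log2 scale in stomach and by 0.43 in middle intestine, counted in the direction of each probe's own ratio. In Cy5 alone their mean change in that direction was 0.08 in stomach and 0.07 in middle intestine, and in the Cy3 common reference it was -0.21 and -0.25.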

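Of the 173 probes that passed ANOVA and Tukey's HSD in both stomach and middle intestine, 89 carried a gene symbol in the annotation of the array, and these stood for 86 distinct symbols. Through their accessions, 84 of the 173 probes were matched to the RefSeq gene table of the GRCr8 assembly, which was used for names only, and stood for 81 distinct genes. Names of the LOC and RGD type were not counted as symbols, nor were identifiers of a transcript or of the array design. With limma and no adjustment, the 422 shared probes stood for 274 distinct symbols.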

Out of this group it was possible to identify 131 transcripts representing specific genes (Fig 1A).

**Fig 1:**
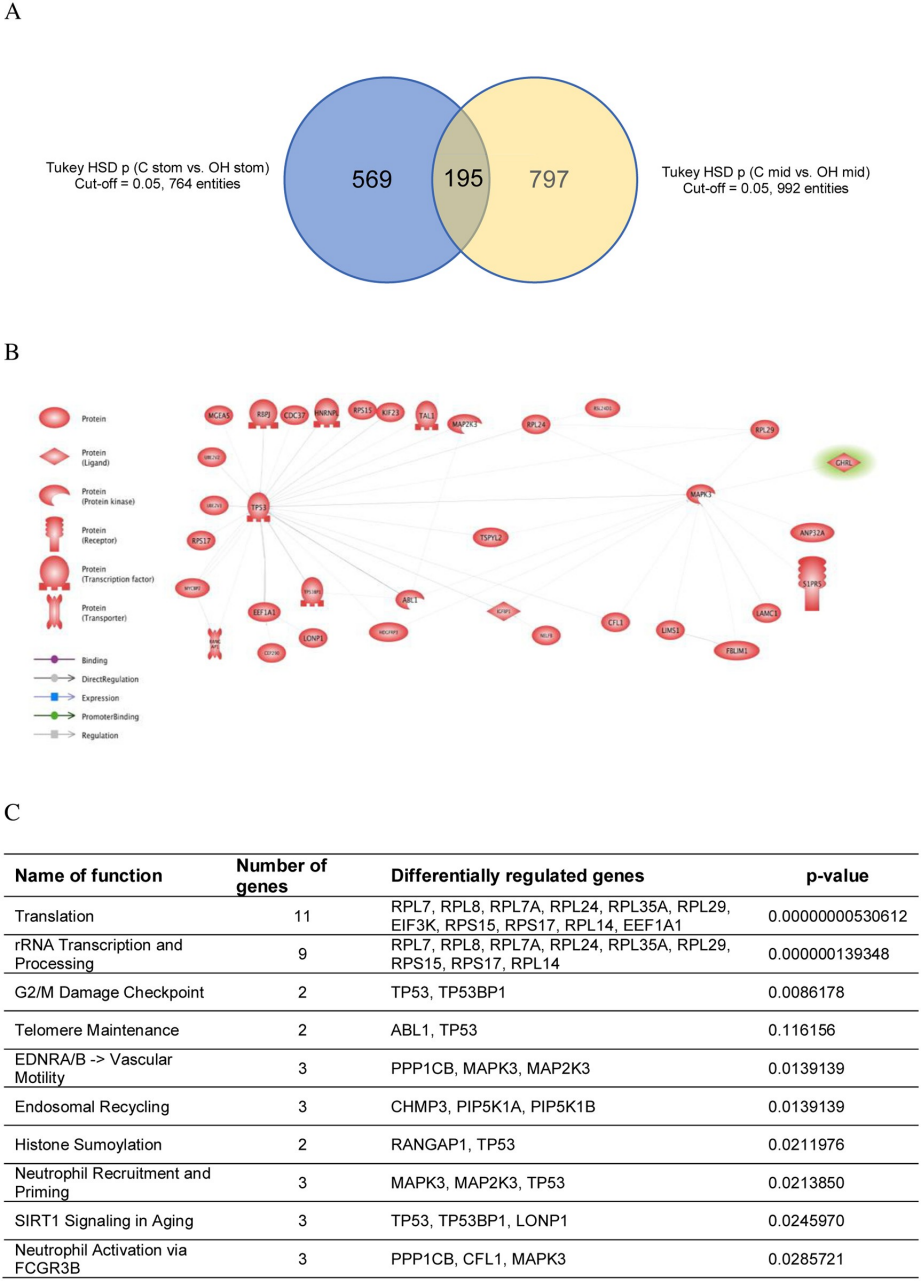
Integrative analysis of microarray data identifying significantly changed genes. (A) Venn diagram of overlapping genes which expression significantly changed in the stomach (blue) and intestine (yellow) after enteral administration of obestatin in dose 250 ug/kg BW to suckling rats (group OH). (B) The analysis of direct relations between differentially regulated genes. (C) Results of Gene Ontology analysis.

The analysis of Gene Ontology of this data set revealed significant regulation of genes involved in biological functions (Fig 1C). 

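The table of Fig 1C names 23 genes that were measured here by 40 probes, with the brightest probe in Cy5 taken for each gene. Between OH and C, none of them passed the adjusted threshold of limma in either tissue, with a smallest adjusted p of 0.16 in stomach and 0.059 in middle intestine, and 14 in stomach and 18 in middle intestine had an unadjusted p under 0.05. In stomach 8 genes were higher and 15 lower in OH, in middle intestine 7 were higher and 16 lower, and 22 had the same direction in both tissues. The log2 fold changes lay between -0.66 (Map2k3) and 0.59 (Cfl1) in stomach and between -0.60 (Map2k3) and 0.49 (Cfl1) in middle intestine. Of the 9 ribosomal protein genes in this table, 8 were lower and 1, Rpl7a, was higher in OH in each tissue, within log2 fold changes of -0.25 to 0.18 in stomach and -0.35 to 0.25 in middle intestine. The change of the Cy3 common reference was larger than that of Cy5 for 11 of the 23 genes in stomach and for 15 in middle intestine. Cy3 moved opposite to the ratio for 20 genes in each tissue. In limma with adjustment, Cy3 differed for 17 genes in stomach and 18 in middle intestine, and Cy5 for 0 in each. A gene not called in Cy5 can still have changed there.

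As a set drawn from gene names and not from the table, 77 ribosomal protein genes had a median log2 fold change of -0.032 in stomach, 27 higher and 50 lower in OH (exact permutation test of the mean over the set, two-sided, p = 0.29; camera p = 0.17, fry p = 0.19). In middle intestine the median was -0.055, 17 higher and 60 lower (exact permutation test of the mean, two-sided, p = 0.029, the smallest p that 4 rats against 4 allow; camera p = 0.00025, fry p = 0.0042), where the median of all probes was -0.01. The mean log2 ratio of the set was 0.08 ± 0.02 (SD, n = 4) in C middle intestine and 0.02 ± 0.04 (SD, n = 4) in OH middle intestine. With normexp background correction and loess the median in middle intestine was -0.011 and passed neither by camera nor by fry. The difference of the response between the tissues passed neither by camera nor by fry for this set.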

The analysis of direct relations between differentially regulated genes revealed that if we consider obestatin direct action on specific genes expression the key regulated genes are *MAP2K3* (coding mitogen- activated protein kinase kinase 3) and *MAPK*3 (coding mitogen-activated protein kinase-3) which regulates expression of other differentially regulated genes included tracriptional factor p53 with the crucial role in the cell response to DNA damage (Fig 1B).

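Map2k3, measured by a probe on chromosome 10 of rn4 from 47096527 to 47096586, had a log2 ratio of 0.36 ± 0.22 (SD, n = 4) in C stomach and -0.30 ± 0.15 (SD, n = 4) in OH stomach, a log2 fold change of -0.66 (standard error 0.14, adjusted p = 0.20 in limma). In middle intestine it was 0.83 ± 0.26 (SD, n = 4) in C and 0.23 ± 0.13 (SD, n = 4) in OH, a log2 fold change of -0.60 (standard error 0.14, adjusted p = 0.099 in limma). In each tissue all 4 OH arrays lay under all 4 C arrays (exact permutation test, two-sided, p = 0.029). Without C stomach replicate 2, the only C stomach array with low striated muscle genes, the stomach value was -0.77 with an adjusted p of 0.013 in limma. In middle intestine the Cy5 signal of this probe changed by -0.09 and the Cy3 signal of the common reference by 0.50 on the log2 scale, and in stomach by -0.47 and 0.21.

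Mapk3, on chromosome 1 from 185941185 to 185941244, was higher in OH, with -0.17 ± 0.08 (SD, n = 4) in C stomach and 0.12 ± 0.12 (SD, n = 4) in OH stomach, a log2 fold change of 0.28 (standard error 0.11, adjusted p = 0.40 in limma, exact permutation p = 0.029). In middle intestine it was 0.26 ± 0.19 (SD, n = 4) in C and 0.57 ± 0.08 (SD, n = 4) in OH, a log2 fold change of 0.31 (standard error 0.11, adjusted p = 0.26 in limma, exact permutation p = 0.057). The Cy5 signal of Mapk3 changed by 0.19 in stomach and 0.16 in middle intestine, and its Cy3 signal by -0.13 and -0.12.

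From the direct relations between the differentially regulated genes (Fig 1B), the paper concludes that MAP2K3 and MAPK3 are the key genes regulated by obestatin and that they regulate the expression of other genes of the set.

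**Figure D2:**
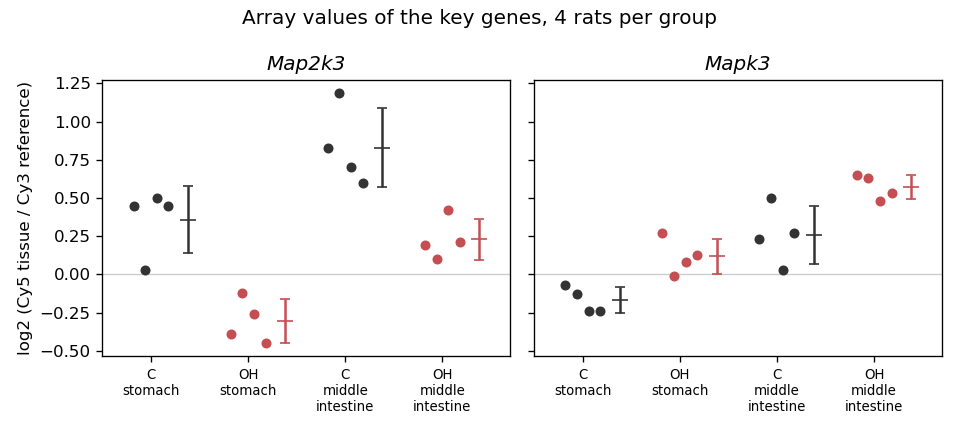
Log2 ratio of the Cy5 signal of each rat's tissue to the Cy3 signal of the common reference for Map2k3 and Mapk3 in the 4 groups; points are arrays and the bar beside them is the mean with SD. In stomach the OH points of Map2k3 lie between -0.45 and -0.12 and the C points between 0.03 and 0.50.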

To validate the microarray data the expression of *MAP2K3* and *MAPK3* was analyzed using real-time qPCR. The results showed significantly decreased expression of *MAPK3* in the stomach of rats treated with obestatin (OH) in comparison to control rats (C), (Fig 2A). Administration of obestatin in a high dose (OH) had no statistically signicficant effect on *MAP2K3* and *MAPK3* expression in the intestine (Fig 2B). However, when the stomach and intestine samples od rats treated with obestatin were analyzed together as one group OH_ALL_ (to show obestatin effect in gastrointestinal track) we observed significant decrease in the expression of *MAP2K3* in comparison to tissues (stomach and intestine) not treated with the peptide (group C_ALL_), (Fig 2C).

**Fig 2:**
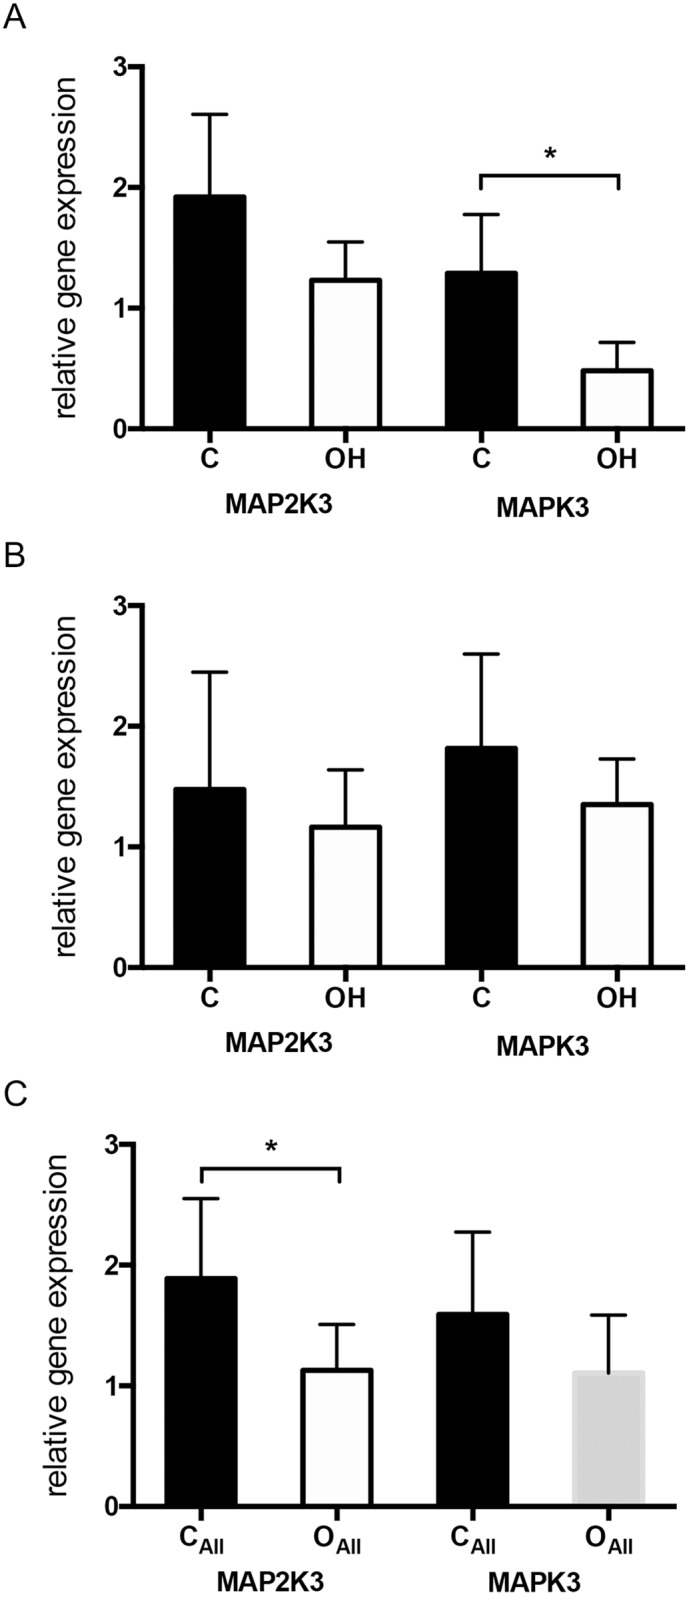
The relative expression of *MAP2K3* and *MAPK3* mRNA measured with real-time PCR in extracts from rats gastrointestinal tract. (A) Genes expression in the stomach of suckling rats administered with saline solution (group C) and after enteral administration of obestatin in dose 250 ug/kg BW (group OH); * p = 0.0314. (B) Genes expression in the intestine of suckling rats administered with saline solution (group C) and after enteral administration of obestatin in dose 250 ug/kg BW (group OH). (C) Genes expression in the gastrointestinal tissues (stomach+ intestine) of suckling rats administered with saline solution (group C_ALL_) and animals treated with obestatin in dose 250 ug/kg BW (group OH_ALL_); * p = 0.312. Values are given as means ± SEM.

### The effect of obestatin administration on its blood plasma concentration and peptide expression and localization in the stomach

In comparison with that in suckling rats administered saline solution, the obestatin concentration in blood plasma of suckling rats administered with obestatin was significantly increased (p = 0.0061) in the group treated with the high dose (OH), (Fig 3A).

**Fig 3:**
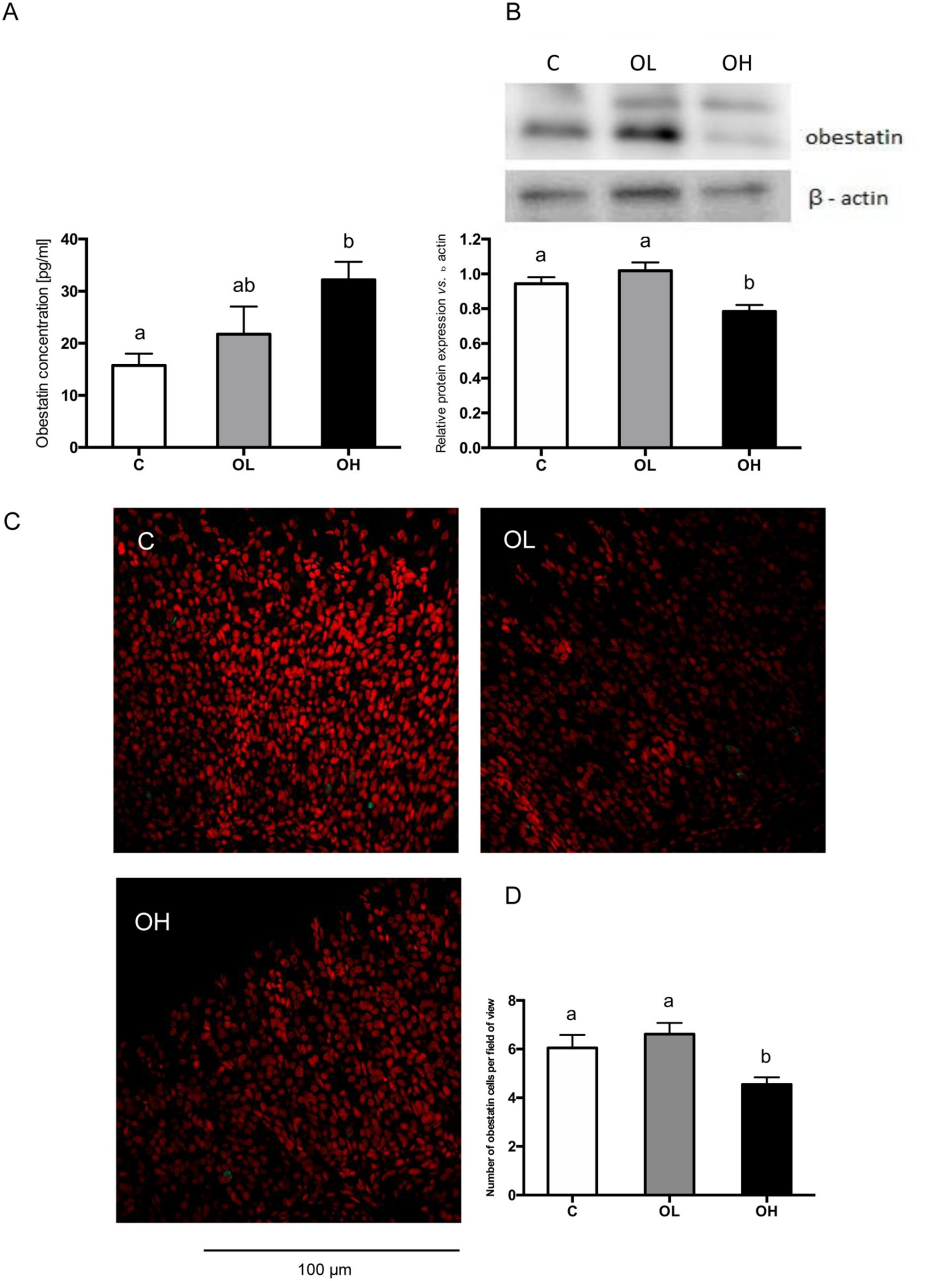
Obestatin effect on its concentration in plasma (A), peptide expression (B, D) and localization (C) in suckling rats. A) Radioimmunological assessment of obestatin concentration (pg/ml) in blood plasma. (B) Western blot analysis of obestatin expression in the middle jejunum segments in suckling rats. Results are presented as the optical density of the obestatin b-actin ratio in the study groups, performed in 6 replications. (C) Obestatin expression on confocal images in representative cross-sections from the stomach fundus of suckling rats. Obestatin cells are marked by green fluorescence. Nuclei were stained with 7-AAD (red fluorescence), (400x). (D) Mean number of obestatin cells in the oxyntic mucosa of stomach fundus per field of view (400x), n = 6. C—animals administered with saline solution (twice a day); OL—intra stomach obestatin (125 nmol/kg BW, twice a day); OH—intra stomach obestatin (250 nmol/kg BW, twice a day); values are given as means ± SEM; different superscript letters indicate statistical differences between the groups; p≤ 0.05.

Western blot and immunohistochemical analyzes detected that enteral obestatin administration to suckling rats influences on its peptide expression in the stomach (Fig 3B and 3C). Administration of the lower dose of obestatin (OL) significantly increased both the peptide expression in the stomach (Fig 3B) and the percentage of cells containing visible antigen in comparison to control animals (C), (p = 0.0012 and p = 0.0016, respectively) (Fig 3D). High dose of obestatin (OH) gave the opposite effect, a significant decrease in comparison to C group. Immunohitochemistry revealed obestatin localization in the oxyntic gland of gastric mucosa predominantly in the base and neck area (Fig 3C).

### Obestatin effect on intestinal epithelium renewal

Enteral administration of both studied doses of obestatin resulted in significant decrease in the thickness of mucosa layer and length of the villi as compare to C group (p = 0.0001). Moreover, in the OH group also the depth of the intestinal crypts were significantly decreased (p = 0.0003) as compare to control animals (C), (Figs 4A and 5A). We observed, increase in the apoptosis rate (p = 0.0061) on the top of the villi in the group receiving lower dose of obestatin (OL) as compare to control group C, (Figs 4B and 5B). However, the apoptosis in the crypts were unaffected (Figs 4B and 5C). Administration of obestatin in higher dose decreased (p = 0.0228) proliferation activity of the crypt stem cells (Figs 4C and 5D).

**Fig 4:**
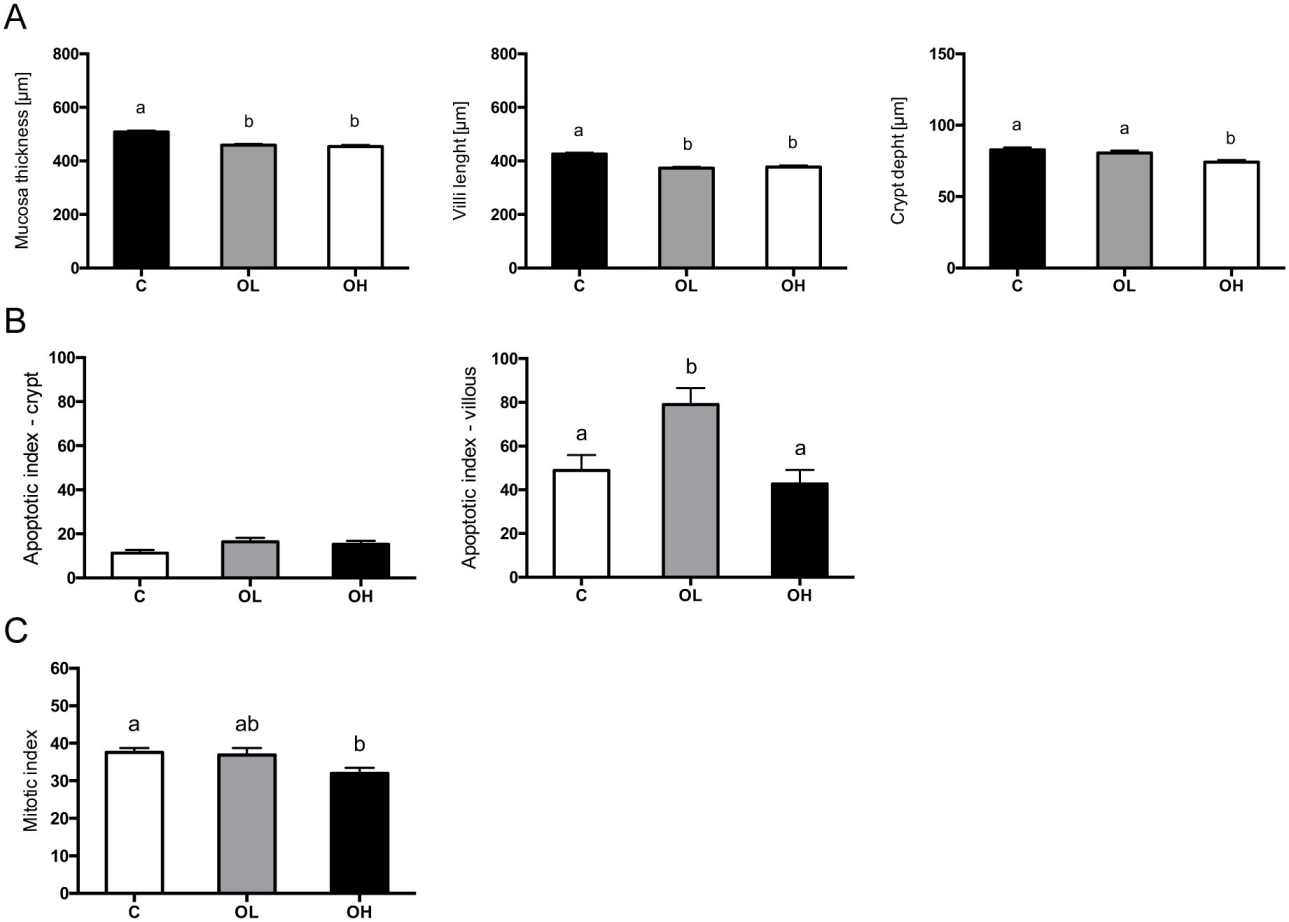
Obestatin effect on intestinal epithelium renewal in suckling rats. (A) The effect of enteral obestatin administration on histometry of small intestinal in suckling rats. (B) Apoptotic index (%) of crypt and villous small intestinal epithelial cells after enteral obestatin administration, n = 6 (C) Mitotic index (%) of crypt small intestinal epithelial cells after enteral administration of obestatin, n = 6. C—animals administered with saline solution (twice a day); OL—intra stomach obestatin (125 nmol/kg BW, twice a day); OH—intra stomach obestatin (250 nmol/kg BW, twice a day); values are given as means ± SEM; different superscript letters indicate statistical differences between the groups; p≤ 0.5.

**Fig 5:**
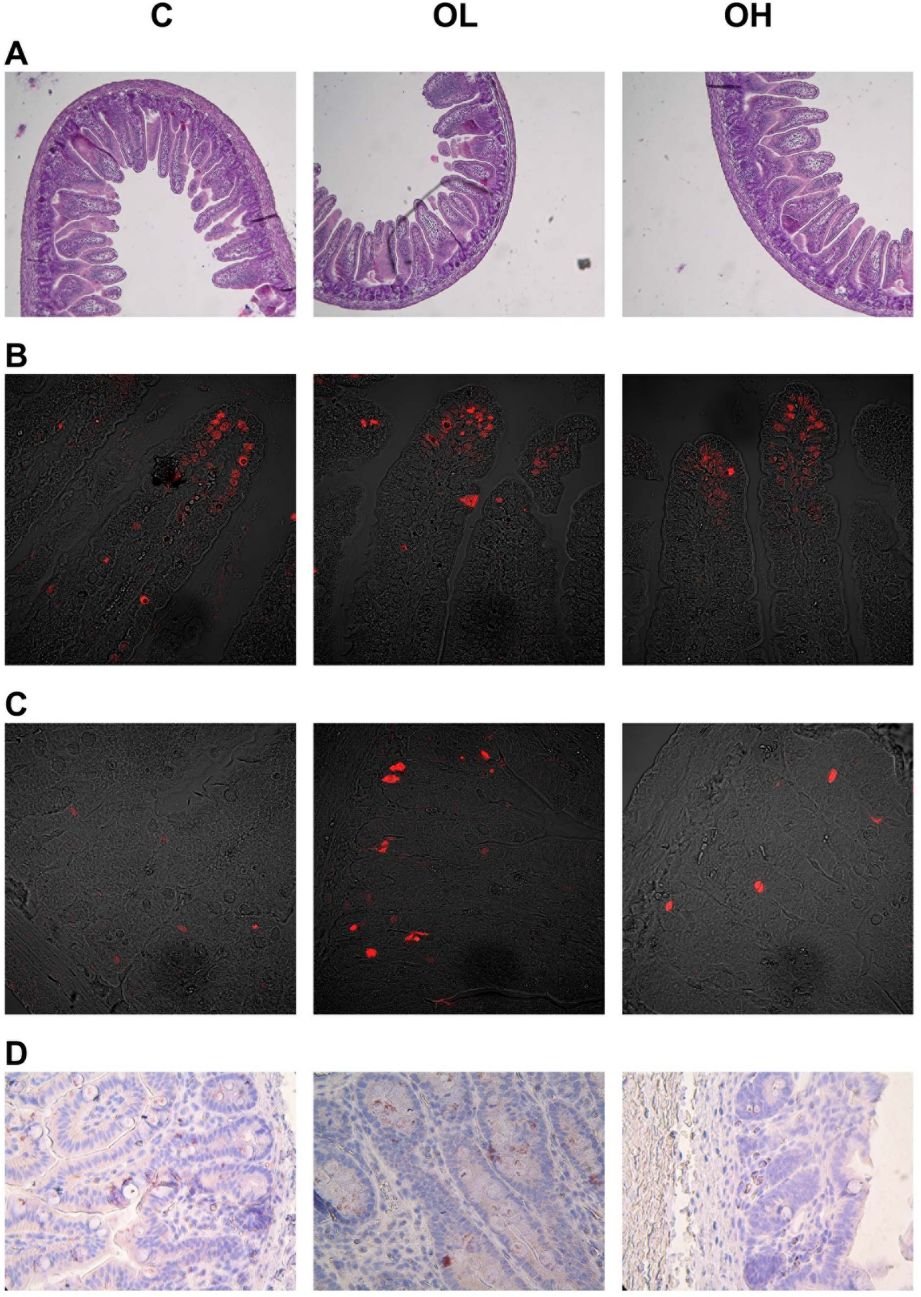
Microscopic images in representative cross-sections from the small intestine mucosa of suckling rats. (A) Histometry of small intestinal wall in suckling rats (light microscope, 100x). (B) Apoptosis of villous small intestinal epithelial cells (confocal microscope, 400x). (C) Apoptosis of crypt small intestinal epithelial cells (confocal microscope, 400x). (D) Mitosis of crypt small intestinal epithelial cells (light microscope, 400x). C—animals administered with saline solution (twice a day); OL—intra stomach obestatin (125 nmol/kg BW, twice a day); OH—intra stomach obestatin (250 nmol/kg BW, twice a day).

### Obestatin effect on the activity of brush border enzymes

Administration of obestatin in a high dose (OH) had no statistically signicficant effect on the activity of examined brush border enzymes (lactase, aminopeptidase A and N, sucrose, maltase, dipeptidyl peptidase 4, sucrase) comparing to suckling animal treated only with saline solution (C). To distinguish, lower dose of obestatin administrated enterally changes the profile of enzymes activity observed in suckling rats. Compare with control animals (C) treating rats with 125 ug/kg BW for seven days (OL) resulted in elevation in lactase activity (p = 0.0265) and reduction in aminopeptidase N (p = 0.0339) and maltase (p = 0.0220) (Table 3).

**Table 3:** The activity of brush border enzymes after enteral administration of obestatin to suckling rats.

Parameter / Group	C	OL	OH	*P*
Protein (mg/ml)	500 ± 8^a^	465 ± 7^b^	456 ± 10^b^	*0*.*0022*
Aminopeptidase A	2.68 ± 0.10	2.35 ± 0.17	2.89 ± 0.24	*0*.*3820*
Aminopeptidase N	1.65 ± 0.12^a^	1.21 ± 0.13^b^	1.65 ± 0.15^ab^	*0*.*0339*
Dipeptidase IV	0.98 ± 0.05	0.92 ± 0.07	0.95 ± 0.08	*0*.*7827*
Lactase	1.39 ± 0.20^a^	2.34 ± 0.29^b^	1.81 ± 0.11^ab^	*0*.*0294*
Maltase	0.12 ± 0.01^a^	0.07 ± 0.01^b^	0.12 ± 0.009^a^	*0*.*0220*
Sucrase	0.62 ± 0.03^ab^	0.92 ± 0.10^a^	0.52 ± 0.06^b^	*0*.*0265*

C—saline solution (twice a day); OL—intra stomach obestatin (125 nmol/kg BW, twice a day); OH—intra stomach obestatin (250 nmol/kg BW, twice a day); values are given as means ± SEM; different superscript letters indicate statistical differences between the groups; p≤ 0.05.

### DNA repair activity assay

The repair activity assay revealed significant increase in 8oxo-G in both groups supplemented with obestatin (p< 0.001) in comparision to C group. Moreover, the observed increase was dose dependent. The rate of eteno-A in the jejunum was significantly elevated (p = 0.0021) in rats administered with high dose of obestatin as compare to other studied groups (Fig 6).

**Fig 6:**
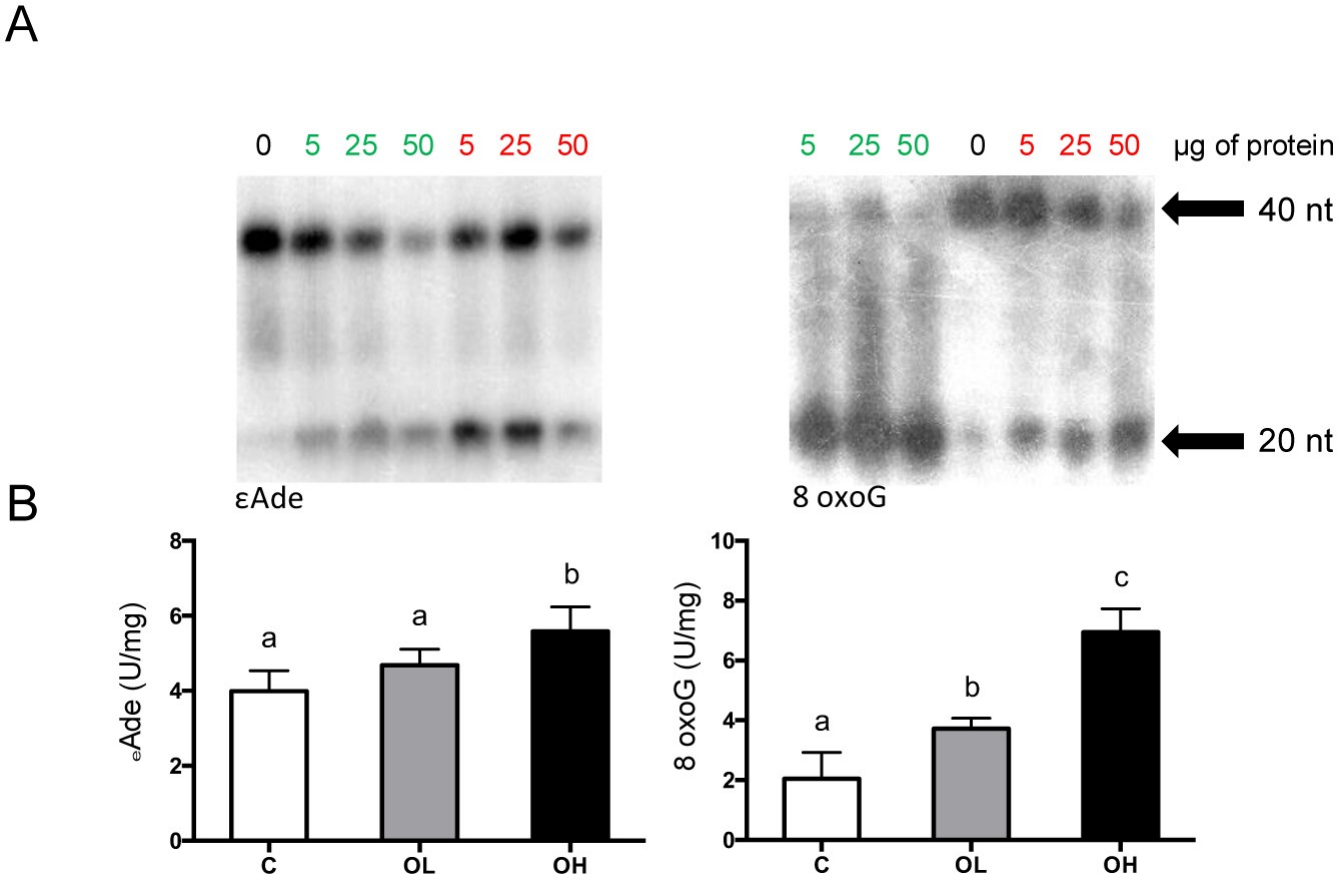
Obestatin effect on the excision of ethenoadducts in the small intestine of suckling rats. (A) ethenoadducts excision by increasing amounts of extracts from analyzed samples (green numbers) and control samples (red numbers). The amount of cleaved oligodeoxynucleotide was estimated by PhosphorImaging, and repair capacity was calculated from the linear part of the curve. The activity of 8oxo-G in the small intestinal segments. (B) the activity of eteno-A in the small intestine samples. C—animals administered with saline solution (twice a day); OL—intra stomach obestatin (125 nmol/kg BW, twice a day); OH—intra stomach obestatin (250 nmol/kg BW, twice a day); values are given as means ± SEM; different superscript letters indicate statistical differences between the groups; p≤ 0.05.

### Obestatin effect on Cox-2 expression

The expression of COX-2 mRNA was significantly increased (p< 0.0001) in the group administered with the high dose of obestatin (OH) as compared to group supplemented with lower dose of obestatin (OL) and control animals (C), (Fig 7).

**Fig 7:**
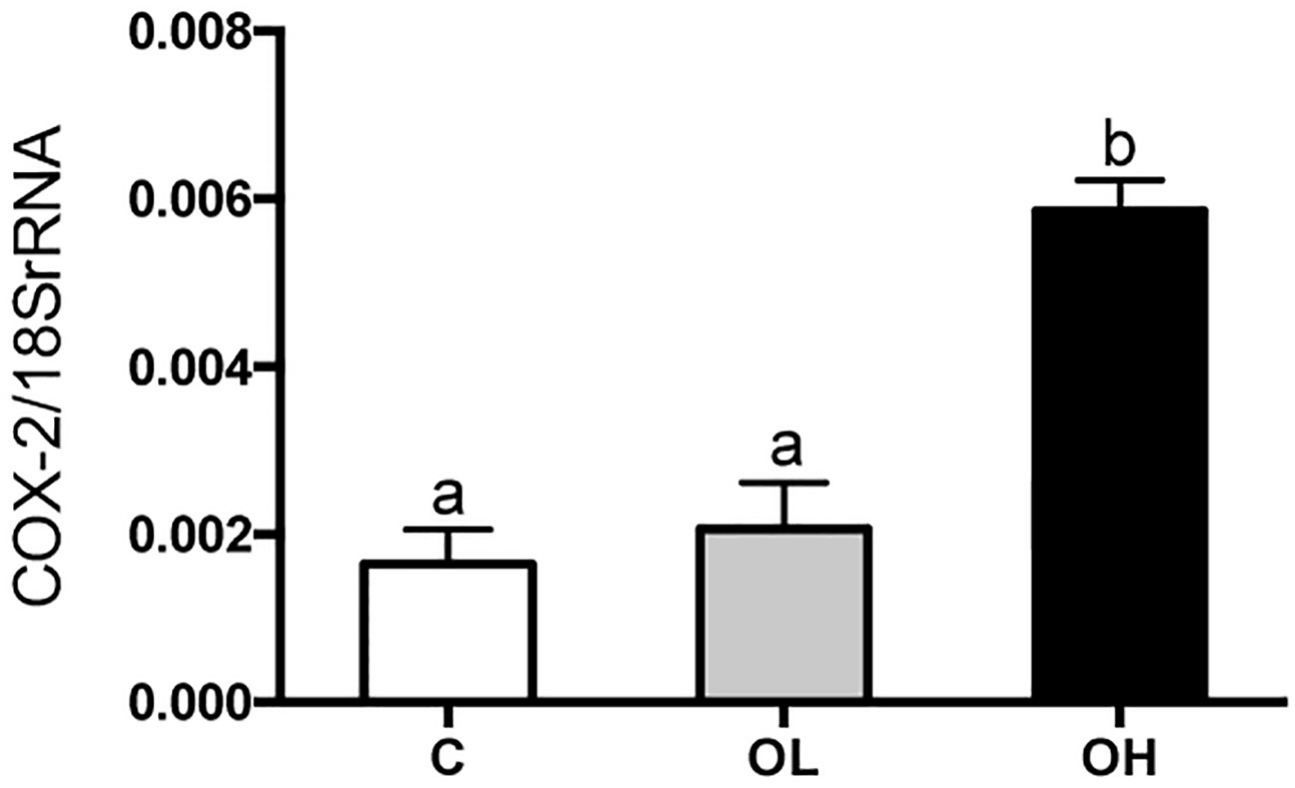
The level of COX-2 mRNA in relation to 18 S rRNA in extracts from rats small intestine. C—animals administered with saline solution (twice a day); OL—intra stomach obestatin (125 nmol/kg BW, twice a day); OH—intra stomach obestatin (250 nmol/kg BW, twice a day); values are given as means ± SEM; different superscript letters indicate statistical differences between the groups; p ≤ 0.05.

## Discussion

Previous studies of our team indicated that obestatin when administered enterally in pharmacological doses 125 nmol/kg BW or 250 nmol/kg BW significantly influences small intestinal contractility of suckling rat neonates by decreasing the amplitude of contraction. The observed obestatin effect was independent both from Cajal cells and expression of M2 muscarinic receptors [4]. The above mentioned study together with previous studies of our team showing ghrelin impact on remodeling of the small intestinal mucosa in neonatal rats [10] were a premise to studies on obestatin effect on the process of intestinal development in suckling rats. As the process of development consists of both growth and maturation we presented comprehensive study on both structural growth and changes in the activity of brush border enzymes, which provide functional gut maturation. In the present study we shown that enteral administration of obestatin when given in dose 250 nmol/kg b.wt twice a day to suckling rats significantly increase the level of obestatin in the circulation but markedly inhibits endogenous synthesis of obestatin in the stomach what was confirmed both by immunocytochemical analysis showing the percentage of cells containing visible antigen irrespectively of its amount, and by Western blotting that shows total amount of antigen in tissue homogenates. The administration of lower dose of obestatin (125 nmol/ kg BW) had no significant effect on the obestatin concentration in the blood but significanty increased the endogenous expression of the peptide what was confirmed by Western blotting.

In both doses, enteral administration of obestatin effects on the intestinal development. In case of treatment with lower dose of obestatin we observed increase in the lactase activity together with the significant decrease in the activity of maltase what may suggest the retardment in the intestinal maturation. In comparison to control rat pups suckling their mothers we observed that administration of lower dose of obestatin decreases villi length due to increased apoptosis of small intestinal epithelial cells. Unlike lower dose, obestatin administered in dose 250 nmol/kg BW had no effect on the activity of brush border enzymes. However we observed changes in the structure of intestinal epithelium (decreased length of the villi and crypt depth) resulting from significant decrease in stem cell proliferation. These results are surprising as previous studies on colonic mucosa under colitis, human retinal epithelial cells [22] and porcine preadipocites [23] revealed that obestatin enhances proliferation and inhibits apoptosis. The reason of these differences is hard to explain however two aspects should be underline. First, in our study we used higher doses of obestatin than abovementioned studies. Moreover, our previous studies have shown that obestatin effect is strongly dependent on the age of animals and in consequence influenced by the number of myenteric neurons, functionally active receptors and their sensitivity, as well as the release of neurotransmitters, thus in turn affecting obestatin induced contractility.

As the higher dose of obestatin administered enterally managed to inhibit significantly the expression of endogenous obestatin in the stomach we performed micrroarays to check the consequences of this silencing. We showed that higher dose of obestatin effects on the profile of 131 genes. These genes among others are involved in neutrophil recruitment, priming and activation. The anti-inflammatory effect of obestatin regulated by the neutrophils were previously reported. However, in our study we have also observed the increase in the rate of 8-oxo G and eteno A together with the increased COX-2 expression. Etheno-DNA adducts are mutagenic and carcinogenic and they are formed by the reaction of lipidperoxidation (LPO) products as well as being induced by external environmental factors stimulated by a specific diet. These factors induce the formation of alkylation of damaged bases in etheno-DNA, which includes 1,N^6^-etheno-2′-deoxyadenosine (εdA), 3,N^4^-etheno-2′-deoxycytidine (εdC), 1,N^2^-etheno-2′-deoxyguanosine (1,N2-εdG) and the oxidation of bases whose marker in the cell is 8-oxo-7,8-dihydroguanine, (8oxoG), [24]. These lesions are recognized and repaired by enzymes from the repair glycosylation group: ANPG for (εdA), and OGG1 for (8oxoG), in the base excision repair (BER) process [24,25]. One of the reasons the LPO products are generated is inflammation driven by oxidative stress. Oxidative stress is a complication that occurs when the generation of reactive oxygen species (ROS) exceeds antioxidant enzyme activity [26]. Moreover, we have observed increased expression of Cox-2 which posses pro-inflammatory activities and is up-regulated by hormones, growth factors but also during inflammation. Cox-2 is synthetized by active neutrophils what leads to the synthesis of prostaglandin (PE) E2, an important mediator of many biological functions, such as regulation of immune responses, blood pressure, gastrointestinal integrity, and fertility [27]. All together suggests that obestatin when given enterally in dose 250 nmol/kg BW activates signaling pathway connected with inflammation and the integrity of the small intestinal mucosa. Opposite effect of obestatin was shown in several studies claiming anti-inflammatory [28], anti-oxidant and anti-apoptotic properties [29]. The observed opposite effects of obestatin may be connected with aspects which were mentioned above like the age related changes in the density of obestatin receptors or/and the route of peptide administration. It should be highlighted that studies showing anti-inflammatory, anti-oxidant and anti-apoptotic effects of obestatin investigated obestatin role in disease not in the physiological state. Pomukcu et al [28] shown that obestatin has anti-inflammatory effect in rat colitis but the effectiveness of this effect was dependent on its form (acute *vs*. chronic). That suggests that state of immune system determine the response of obestatin. It should be also mentioned that gene profile revealed that key regulated genes after obestatin administration in higher dose are mitogen-activated protein kinases: MAPK3 and MAP2K3 which regulate pathways mediating inflammation, cell survival, cell death, proliferation and differentiation. It should be mentioned that obestatin intracellular mechanism of action via MAP kinase and p53 was previously reported in the studies on porcine ovarian granulosa cells [30]. Our observations provide evidence that enteral obestatin besides influencing intestinal contractility effects small epithelial cell remodeling in suckling rats. The profile of changes observed in the small intestine after enteral treatment with obestatin suggests that this effect in case of long lasting administration will not be supportive for growth and development but could be even harmful. The studies showing lower concentration of obestatin in the maternal milk for preterm neonates as compare to milk of neonate born in time may support this observation. Maternal milk, the gold standard providing the best growth and development has limited amounts of obestatin for preterms susceptible for inflammation. The further studies are needed to understand obestatin role in the early postnatal development.

How the deposited data were processed for this re-analysis (not part of the article)

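Total RNA of the stomach and of the middle part of the intestine was measured in 4 groups of 4 arrays, C stomach, OH stomach, C middle intestine and OH middle intestine, with the rat's tissue in Cy5 and a common reference pool in Cy3. Samples were grouped by their labels and the methods, which give the same groups. For each array the authors deposited the output of Agilent Feature Extraction 10.10.1.1, which holds the mean intensity and the local background intensity of each spot in both channels, the processed intensity after background subtraction, spatial detrending and Lowess normalization, and marks for spots that are saturated, not above background or outliers. Signals not above background were replaced in the processed intensity by surrogate values of the software. The authors also deposited a table of log10 ratios of Cy5 to Cy3 per spot, whose values equal the log10 ratios in the scanner output for 15 of the 16 arrays; the scanner output of the first OH stomach array was saved with rounded signals, and its column equals that to the rounding. Every column of this table was matched to an array. None of these values had been scaled between arrays.

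From the processed intensities, the log2 ratio of Cy5 to Cy3 was taken for each spot that was not a control and not marked as an outlier in either channel, and spots of the same probe were averaged. Saturated spots were kept. Changes and tests of a single channel between groups used its mean signals after normexp background correction (offset 50) and quantile normalization between arrays. Of the alternatives, the one with Cy5 alone used the processed Cy5 signals with quantile normalization. Such channel changes therefore do not add up to the change of the ratio. Of 30367 probes, 9193 were left out because they were not well above background in Cy5 on all 4 arrays of any group or had under 3 values in a group, and 43 of the 21174 probes kept lacked a value on at least 1 array. The ratios of the 16 arrays were fitted with 1 mean per group in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, prior degrees of freedom 2.47), without a block. The contrasts were OH against C in stomach, OH against C in middle intestine, the difference between these, their mean, and C stomach against C middle intestine. P-values were adjusted by the Benjamini-Hochberg method over the probes kept, with a threshold of 0.05. Gene sets were tested by camera with a preset correlation of 0.01 and by fry over 15884 genes with 1 probe each, the probe with the highest mean Cy5 signal. Means of single genes and lists were compared by exact permutation tests, two-sided, for which 4 arrays against 4 allow no p under 0.029. The ANOVA and Tukey's HSD of the methods were run on the same ratios, with the Benjamini-Hochberg adjustment applied to the ANOVA, because the methods name both steps; the Kruskal-Wallis test, named there as another choice, was not run. The GeneSpring processing, the PANTHER ontology analysis and the Pathway Studio network of the paper were not repeated.

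The linear models, the ANOVA steps and the set tests were tested on simulated ratios of the same probes. With 200 probes changed by a log2 value of 2, limma recovered 96.5% in stomach and 95.5% in middle intestine.

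Gene symbols are those of the array design, whose header names the rn4 build, and coordinates are those of the design. Of 22087 accessions among the systematic names, 18438 were found in a RefSeq gene table of the GRCr8 assembly, as were 13850 of the 16240 accessions among the probes kept, and 1254 of the matched names differed from the symbol of the design. No coordinate of that assembly was used.

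The genes named in the text follow a rule: Map2k3, Mapk3 and Ghrl, the genes of the table in Fig 1C (read from the picture, so that no set test was made with them), genes of the other assays of the paper, and in each tissue the 5 named probes with the largest change among those that passed and whose arrays did not overlap between groups. Lists of marker genes for the oxyntic and surface stomach mucosa, the forestomach, enterocytes, smooth muscle, pancreas, erythroid cells, leukocytes and sex were used to check the tissue labels and the mixture of tissues. These rules, the contrasts and the alternative settings were fixed before the data were examined, apart from the list of striated muscle genes and the alternative settings for the contrast of C stomach against C middle intestine, which were chosen after seeing the data. The alternatives covered the background correction and normalization, the scaling between arrays, Cy5 without the reference, centring, the log10 table of the authors, the filter on dim probes, outlier spots, the arrays in the fit, a replicate block, the moderation of the spread, array weights, the test and threshold, 1 probe per gene, and leaving out each array in turn. The real-time PCR, radioimmunoassay, Western blot and histology of the paper, and the OL group, were not analysed here. A gene that the same rule covers is not reported here.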

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

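The tests on striated muscle, on pancreas and on Map2k3, and for the Cy3 common reference the test by the slope between channels and the correlation between tissues, were chosen only after the results were seen.

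In 3 of 64 groups of 4 arrays, 1 array stood apart from the others, with a gap to its nearest neighbour over the range of the group above Dixon's critical value, where 3.2 groups are expected by chance. For Map2k3 in C stomach this ratio was 0.897, with 1 array at 0.03 and the others at 0.45 to 0.50. The low array of Map2k3 was C stomach replicate 2, which was also low in the striated muscle genes described in the next paragraph. If muscle tissue in the other C stomach samples had raised Map2k3, replicate 2 would be placed among the OH stomach arrays. It lay above them, as the highest OH stomach array was at -0.12, although its muscle genes (mean log2 ratio -0.94) were lower than on any OH stomach array (-0.26 to 0.97). In Cy5 alone, by contrast, its log2 signal of 12.13 lay among those of the OH stomach arrays (11.86 to 12.16) and under the other C stomach arrays (12.51 to 12.68), as the muscle explanation has it. These Cy5 signals were not scaled between arrays. The median raw Cy5 signal of replicate 2, 243, was the lowest in C stomach and under that of all OH stomach arrays but replicate 3. Its place in Cy5 therefore depends in part on the missing scaling. The ratio also holds the Cy3 reference, which differs between the slides. This rests on 1 array and leaves the muscle explanation of its Map2k3 value open. Chance is open as well. A biological difference between rats was not tested.

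Striated muscle genes were high in 3 of the 4 C stomach arrays. The list of 18 genes, of which 14 were kept, was written after other muscle genes had been seen among the stomach probes with the lowest p, and those first genes were left out of it. Its mean log2 ratio was 3.33 to 3.96 on these arrays and -0.94 on C stomach replicate 2, with a gap over range of 0.871. A swap of a C and an OH stomach sample is argued against, since no OH stomach array came above 0.97. All 14 genes were lowest on replicate 2, 12 of them by more than 2 on the log2 scale, which is what striated muscle tissue in the other C stomach samples would give; for example, the log2 Cy5 signal of Acta1 was 13.06 on replicate 1 and 7.96 on replicate 2, and that of Casq1 was 12.27 and 6.01. A candidate source is muscle of the esophagus or of the body wall taken with the stomach, as a hypothesis; the stomach wall itself holds smooth muscle, and none of the genes is in the smooth muscle list. A mislabelled replicate 2 stays open, since 2 other lists set it apart from the other C stomach arrays by more than their range, the forestomach list at 0.24 against 1.10 to 1.83 and the ribosomal protein genes at 0.00 against 0.03 to 0.05, while its oxyntic list at 3.10 was that of stomach. With 4 arrays against 4, the difference between OH and C stomach in the muscle list was -2.18 (exact permutation test, two-sided, p = 0.14), so a response to obestatin is untested beyond that.

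Pancreas genes stood apart on OH middle intestine replicate 4, with a mean log2 ratio of -1.41 against -2.89 to -2.72 on the others and a gap over range of 0.885. Of 10 genes kept, 9 were highest on this array among the 4 and 5 were higher by more than 1 on the log2 scale, among them Amy2a3 at -1.93 against -5.41 to -4.89, with a log2 Cy5 signal of 9.02, and Prss1 at 0.08 against -3.55 to -1.30. This is consistent with some pancreas tissue in the sample, as a hypothesis on 1 array. Ptf1a, the gene that was not highest, was not above background, and neither was Cela1, which is counted among the 9. The OH group did not differ from C in this list in middle intestine (0.40, exact permutation test, two-sided, p = 0.29), and no biological explanation was tested.

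The Cy3 signal of the common reference, on which the paper does not report, differed between the OH and C slides at 10609 of 21174 probes (50.1%) in limma on the stomach slides and at 13911 (65.7%) on the middle intestine slides, although the paper describes the same pool for every array. The SD of this difference across probes was 0.16 in stomach and 0.23 in middle intestine on the log2 scale. Chance can be excluded, as 1 of 35 splits of the 8 stomach arrays, the real one, gave as many probes, and likewise 1 of 35 in middle intestine. The GC content of the probes explained 2.5% of the variance of the difference in stomach and 11% in middle intestine. Another share of stomach RNA in the pool is argued against by a correlation of 0.038 in stomach and 0.043 in middle intestine between this difference and that between the tissues. Signal of the rat tissue read in Cy3 was first examined by the correlation of the Cy3 and Cy5 differences on the same slides, 0.40 in stomach and 0.59 in middle intestine, which left it open. The slope of Cy3 on Cy5 between the C slides of the tissues, 0.036, would give an SD of the Cy3 difference of 0.011 in stomach and 0.0075 in middle intestine, far under the SD seen, and argues against it. The differences of the stomach and the middle intestine slides were correlated across probes (Pearson's r 0.73, Spearman's rho 0.68, probes not being independent replicates), which is consistent with a batch of labelling, hybridization or scanning shared by the slides of 1 scan day. The C stomach and C middle intestine slides, scanned on the same day, also differed at 9301 probes (43.9%), where the slide and the tissue hybridized with the reference cannot be told apart; this difference and that between the OH slides had a Pearson's r of 0.51 and a Spearman's rho of 0.10 across probes. Scan day, slide and treatment cannot be told apart in this design. A separate preparation of the pool for the OH and the C slides was not tested. The pool holds RNA of all rats, so the design names no biological difference between its aliquots.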

How the results depend on the processing

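The settings for the contrast of C stomach against C middle intestine were chosen after seeing the data. The number of probes of that contrast, 9517, stayed within a factor of 1.5 under all 11 alternatives (8101 to 11849) and with each array left out (8089 to 9795).

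The number of probes between OH and C in stomach, 0 in limma, was 0 under 7 of 18 alternatives. It was 5 with Cy5 alone, 3 with median centring, 2 with the log10 table of the authors and 9 with Cy5 above background on at least 1 array. Further, it was 639 with no filter, 1 with a replicate block, 1138 with array weights and 709 by ANOVA then Tukey's HSD. Last, it was 765 by Tukey's HSD alone, 2247 without adjustment and 3 with 1 probe per gene. Leaving out each array gave 0 to 311, the highest (41 higher and 270 lower in OH) without C stomach replicate 2, the only C stomach array with low striated muscle genes. The weights of the arrays ranged from 0.46 to 3.09. The cause of these changes was not tested, except that without adjustment a weaker threshold applies.

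In middle intestine, 8 of 18 alternatives stayed within 1.5 times the 78 probes. The others were 268 with Cy5 alone, 160 with Cy5 above background on at least 1 array, 1378 with no filter and 1 with only the arrays of the tissue. Further, they were 0 with a replicate block, 936 by ANOVA then Tukey's HSD, 998 by Tukey's HSD alone and 2213 without adjustment. Last, they were 23 with a log2 fold change of at least 1 in addition, and 9 with 1 probe per gene. With Cy5 alone 52 probes were higher and 216 lower in OH (19.4% higher, against 91% of the 78), and 7 of the 78 were shared. The range with each array left out was 12 (without C middle intestine replicate 3) to 88. The threshold on the fold change and the choice of 1 probe per gene remove probes by construction; for the other settings the cause was not tested.

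For both tissues, 11 of 18 alternatives gave 0 probes. There were 2 with Cy5 alone, 2 with Cy5 above background on at least 1 array, 448 with no filter, 21 with array weights, 173 by ANOVA then Tukey's HSD and by Tukey's HSD alone, and 422 without adjustment; leaving out each array gave 0 to 5. The difference between the tissues in the response to OH stayed at 0 in 11 of 12 alternatives and gave 0 to 68 with each array left out, 68 again without C stomach replicate 2.

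The mean of both tissues, OH all against C all, gave 145 probes, and 6 of 12 alternatives stayed within 1.5 times that number. It gave 893 with Cy5 alone, of which 303 were higher and 590 lower (33.9% higher, against 76.6%). Further, it gave 352 with Cy5 above background on at least 1 array, 2146 with no filter and 1 with a replicate block. With trended and robust moderation it gave 223, and with array weights 912. With normexp and loess 64.2% and with median centring 60.6% of the probes were higher. The range with each array left out was 36 to 481, and the 481 came without C stomach replicate 2. The cause was not tested.

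Under a replicate block the numbers of probes were 1 in stomach, 0 in middle intestine, 1 for the difference between the tissues and 1 for OH all against C all. The numbers gave no consistent pairs of C and OH, since the deviations of arrays with the same number from their group means had correlations across probes of -0.36 to 0.30 between C and OH stomach and -0.40 to 0.51 between C and OH middle intestine. Between the tissues they were 0.06 to 0.25 in C and -0.12 to 0.32 in OH, which leaves open whether arrays with the same number come from the same rat. The fits without a block treat the 16 arrays as independent, also for OH all against C all and for the difference between the tissues.

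Map2k3 kept its direction under all 13 alternatives in each tissue, with a range of -0.73 to -0.46 in stomach (adjusted p 0.0056 to 0.46) and of -0.70 to -0.09 in middle intestine (adjusted p 0.032 to 0.91). It passed the adjusted threshold in stomach with no filter (-0.66, adjusted p = 0.038) and with array weights (-0.73, adjusted p = 0.0056). In middle intestine it passed with no filter (-0.60, adjusted p = 0.032). With no filter its unadjusted p in limma was larger than in the main fit. It was 0.00053 against 0.00039 in stomach and 0.0012 against 0.00089 in middle intestine. The passes with no filter thus came from the adjustment over another set of probes, not from stronger evidence for Map2k3. Leaving out each array gave -0.77 to -0.62 in stomach and -0.68 to -0.48 in middle intestine; the stomach value passed once, without C stomach replicate 2 (-0.77, adjusted p = 0.013). Mapk3 did not pass under any of these 13 alternatives and stayed higher in OH. Its range was 0.17 to 0.28 in stomach and 0.16 to 0.33 in middle intestine. With each array left out it was 0.23 to 0.33 and 0.24 to 0.40, respectively. The cause of the other changes was not tested.

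The ribosomal protein genes in stomach, with a median of -0.032, passed by camera of limma with no filter (-0.032) and with array weights (-0.036), but not by fry. With each array left out the median was -0.038 to -0.012, and camera of limma passed once, without OH stomach replicate 1 (-0.027). In middle intestine the median of -0.055 moved to -0.011 with normexp and loess, with or without Aquantile scaling, and passed neither by camera nor by fry there. It passed by camera under the other 11 of 13 alternatives, of which fry did not pass with Cy5 alone and with median centring, and it passed by both with each array left out (-0.079 to -0.043). The cause was not tested.

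A block for the slide, fixed or random, could not be fitted, because each group was on a slide of its own. A fit with only the arrays of the tissue gives no value for the difference between the tissues or for their mean. Aquantile scaling after normexp and loess leaves the ratios unchanged, so it tests nothing further. The share of spots well above background in Cy5 (a median of 71.6% to 76.2% per group) limits what can be seen of genes with low expression. The probes added with no filter had, by construction, no group with Cy5 well above background on all 4 arrays or lacked values.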

Differences from the paper's values

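In this part, only the count of Fig 1C genes with any probe that passed was chosen after the result was seen. The paper reports 764 DE genes in stomach, and limma gave 0 probes. Of 34 alternatives set before the data were examined, 4 were within 1.5 times the paper's number: 765 by Tukey's HSD alone, 709 by ANOVA then Tukey's HSD, 639 with no filter and 1138 with array weights. The others gave 0 to 311 probes, or 2247 without adjustment.

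For the middle part of the intestine the paper reports 992 DE genes, and limma gave 78 probes. Here 3 of 34 alternatives were within 1.5 times the paper's number, 998 by Tukey's HSD alone, 936 by ANOVA then Tukey's HSD and 1378 with no filter; the others gave 0 to 268, or 2213 without adjustment. Tukey's HSD is the test that the paper's results name for these lists.

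The intersection holds 195 probes in the paper and 0 in limma. Only Tukey's HSD, alone or after the ANOVA, came within 1.5 times the paper's number, with 173 probes for both; no filter gave 448, no adjustment 422, array weights 21 and the other settings 0 to 5.

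The paper identified 131 transcripts of specific genes in the intersection. Counted as distinct gene symbols, limma gave 0, and none of the 34 alternatives was within 1.5 times the paper's number. The nearest was 86, by Tukey's HSD, alone or after the ANOVA. Names of the LOC and RGD type were left out of this count, so a count with them could come closer. No filter gave 271 and no adjustment 274 distinct symbols. Counted as probes with a gene symbol, Tukey's HSD, alone or after the ANOVA, gave 89, which is within 1.5 times the paper's number.

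By real-time PCR the paper reports MAPK3 as decreased in the stomach of OH rats (Fig 2A). On the arrays Mapk3 was higher in OH stomach, with a log2 fold change of 0.28 (adjusted p = 0.40 in limma), and in each of the alternatives it stayed higher. The PCR values were not analysed here.

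The paper places MAP2K3 and MAPK3 among the genes changed in both tissues (Fig 1B), and limma called neither of them. By Tukey's HSD both passed in both tissues, with p between 0.0023 and 0.036 in tests across the 4 groups and not adjusted over probes. In limma Map2k3 passed with no filter in both tissues (adjusted p = 0.038 in stomach and 0.032 in middle intestine). There its unadjusted p was larger than in the main fit, so these passes came from the adjustment over another set of probes. It also passed in stomach with array weights (adjusted p = 0.0056) and without C stomach replicate 2 (adjusted p = 0.013).

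Of the 23 genes in the table of Fig 1C, limma called 0 in either tissue. By ANOVA then Tukey's HSD 16 passed in stomach and 18 in middle intestine, 16 of them in both, and 20 had a probe that passed in both.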

Other observations

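For the overlap of the tissues, the test on Cy5 alone, and for the splits, the test that keeps arrays of the same number together, were chosen only after the result was seen, and what would decide it was narrowed after its value was known; the values of Sry were looked at after the other results were seen.

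With other splits of the same 8 arrays into 4 and 4, chance cannot be excluded for the numbers of probes by ANOVA then Tukey's HSD in either tissue or for the number by limma in middle intestine. In stomach the 709 of ANOVA then Tukey's HSD were reached in 3 of 35 splits (up to 1366 in a split other than the real one). In middle intestine 2 of 35 splits gave at least the 78 probes of limma (up to 988) and 4 of 35 at least the 936 of ANOVA then Tukey's HSD (up to 2335). A number of 0 is reached by every split, so the 35 of 35 splits for limma in stomach, and the 100 of 100 drawn within both tissues for the probes of limma in both tissues and for the difference between the tissues, decide nothing. The 145 probes of OH all against C all were reached in 2 of 100 splits. Likewise, the 173 probes shared by the tissues after ANOVA and Tukey's HSD were reached in 2 of 100. In each case the real split was 1 of the 2 and the other gave more, 878 and 231 probes. For both numbers this argues against chance but does not exclude it. These splits were drawn separately in each tissue, as if no rat had given both. With the stomach and middle intestine arrays of the same treatment and number kept together, as if they came from 1 rat, the real split alone, 1 of 35, reached these numbers, and the others gave up to 94 and 141 probes; whether the numbers stand for rats is open, and the fits themselves treat the arrays as independent. The real split is at the same time the split by slide and scan day, so this leaves those open, and no value within a slide or scan day can be had.

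The Cy3 common reference gives a test of such a batch that leaves the tissue's own slides out. If the ratios in 1 tissue came from a batch, the reference on the slides of the other tissue would differ in the opposite direction at the same probes. At the 78 probes of middle intestine, the reference on the stomach slides differed by -0.29 on the log2 scale in the direction of the ratio, where random sets of probes gave -0.10 to 0.02, and 72 of 78 (92.3%) had the opposite sign. Their own Cy5 signals differed by 0.01. A batch seen in the reference is a candidate explanation for these probes. At the 709 probes of stomach the value was -0.09 (random sets -0.05 to 0.01), with 63.9% of opposite sign, while their own Cy5 signals differed by 0.36 in the direction of the ratio, so that the reference could account for a part only. The Cy5 signals of a slide are open to the same batch.

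Dye bias between slides was examined with the 10 spike-in transcripts, whose log2 ratios differed between OH and C by 0.02 to 0.30 in stomach and by -0.37 to 0.25 in middle intestine. Of the 78 probes of middle intestine 100% and of the 709 probes in stomach 72.2% changed by more than the largest spike-in. As these probes were chosen for their change and the spike-ins were not, this leaves dye bias open in both tissues. After the trend of each array on the GC content of the probes was removed, 545 of the 709 probes in stomach (76.9%) and 53 of the 78 in middle intestine (67.9%) still passed, which argues against GC content as the whole cause. A response to obestatin stays among the open explanations of both lists.

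Of the 173 probes shared by the tissues by the ratio, 9 were also called in both tissues by the same tests on Cy5 alone. A probe not called in Cy5 alone can still have changed there, so this does not place the others in the reference. At the 173 probes Cy5 changed in the direction of the ratio at 133 in stomach and 122 in middle intestine. The Cy3 reference changed in the opposite direction at 163 and 149. Cy5 alone gave 351 probes in both tissues, all with the same direction, against 56.1 for independent lists. An overlap above that number remained, at different probes. The shared estimate of the spread and the shared ANOVA can give a part of it. Whether the overlap comes from the reference therefore cannot be told apart from a response common to the tissues or a batch that also moves Cy5.

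With the tissues analysed as 1 group as in the OH_ALL and C_ALL groups of the paper, 145 probes passed in limma, 111 higher and 34 lower in OH. Map2k3 had a log2 fold change of -0.63 (standard error 0.10, adjusted p = 0.014), lower in all 4 OH arrays than in all 4 C arrays of each tissue; the paper reports a decrease of MAP2K3 by real-time PCR for the same grouping as significant, but the p printed for it in the legend of Fig 2C is above 0.05. Mapk3 was 0.30 (adjusted p = 0.078) and Ghrl 0.23 (adjusted p = 0.76).

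Ghrl, which encodes the precursor of ghrelin and obestatin, had a mean log2 ratio of 3.18 in C stomach and 3.34 in OH stomach, and of -1.26 and -0.97 in middle intestine, and did not pass in limma (0.16, standard error 0.39, adjusted p = 0.91, and 0.30, standard error 0.39, adjusted p = 0.89). Among 13 genes of the paper's other assays, 0 passed over all probes in either tissue, and adjusted over the list alone 0 passed in stomach and 1 in middle intestine. That gene was Mgam, higher in OH by 0.99 in middle intestine (adjusted p = 0.11 over all probes), as was its other probe by 0.94 (adjusted p = 0.079). By channel, these probes changed by 0.17 and 0.12 in Cy5 and by -0.45 and -0.45 in the Cy3 common reference, so the change lies more in the reference. In stomach Mgam was not well above background in OH. Lct was 0.69 and Si -0.72 in middle intestine, neither of which passed (adjusted p = 0.71 for both), and Mki67 was -0.30 in stomach and -0.14 in middle intestine (adjusted p = 0.61 and 0.89). The other probes of Mki67 were also lower in stomach, at -0.21 and -0.31, but not in middle intestine, at 0.05 and 0.03 (adjusted p = 0.98 and 0.99). The probes of Glp1r disagreed in middle intestine, with 0.16 (adjusted p = 0.84) for the brighter and -0.79 (adjusted p = 0.073) for the dimmer, which was not well above background in Cy5 on any of these 8 arrays. Gapdh, the reference gene of the paper's real-time PCR, was -0.30 in stomach and 0.33 in middle intestine (adjusted p = 0.61 and 0.62). The probe of COX-2 was not kept.

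Of the marker lists, none passed by fry after adjustment over the lists in either tissue, while camera with its preset correlation passed 4 lists in stomach and 2 in middle intestine. In stomach the smooth muscle list was higher in OH by a mean of 1.34 on the log2 scale (10 of 10 genes, exact permutation test, two-sided, p = 0.23), with OH arrays spread from -2.62 to 1.04, and the forestomach list was -0.62 (10 of 11 genes lower, exact p = 0.26). The other lists in stomach were -0.22 for the oxyntic and surface mucosa, -0.23 for pancreas, -0.04 for erythroid cells, -0.05 for leukocytes and -0.02 for enterocytes (exact p of 0.40 to 0.80). In middle intestine the oxyntic list was higher in OH by 0.34 (11 of 12 genes, exact permutation p = 0.029) at a level far under that of stomach, and the others were 0.26 for erythroid cells, 0.31 for enterocytes, 0.13 for smooth muscle, 0.05 for the forestomach, -0.13 for leukocytes and -0.07 for striated muscle (exact p of 0.11 to 0.69). For sex, no Xist probe was used and 1 of 5 Y-linked genes, Sry, was kept. It was well above background in Cy5 on all 16 arrays, with a log2 Cy5 signal of 5.40 to 6.36 and no gap over 0.21 between neighbouring arrays, so it did not part the arrays; 1 probe does not settle the sex of the rats. No explanation of these differences was tested.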
